A study of Drosophila melanogaster with 6 samples. Its data were reported in "M1BP is an essential transcriptional activator of oxidative metabolism during Drosophila development" (2023).

How the data were processed

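The samples were 6 libraries from FACS-purified wing disc myoblasts at 0 h APF from animals raised at 25 °C, 3 from WT and 3 from M1BP RNAi animals with the Mef2-GAL4 driver. Groups and replicate numbers were taken from the sample titles. Per the labels, full-length cDNA was made from polyA RNA with a SMART-Seq low-input kit, amplified by PCR and fragmented with the Tn5 transposase, so coverage follows the amplified cDNA and depends on transcript length and abundance. Amplified molecules cannot be told from original ones without molecular identifiers.

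The authors deposited a table of raw counts per gene, in which reads aligned uniquely to the dm6 genome were summed over the exons of each of 17494 genes. The aligner, the counting program and the use of strand were not stated. The layout is that of featureCounts. Counting without multiply aligned reads lowers the values of genes with near-identical copies. Exons of 2563 pairs of tested genes overlap each other, and 113 of these pairs had identical counts in all libraries, so a read in a shared exon was counted for both genes. Values of such genes are uncertain. Overlap is stated beside a value or here. Among the genes of the additional observations, tio overlaps lncRNA:CR33987, CG3777 overlaps ewg, FucTB overlaps CG42847, crq overlaps ex, elav overlaps arg, roX1 overlaps ec, Act57B overlaps a snoRNA gene, CR43310 overlaps asRNA:CR45214 and mt:ND4 overlaps mt:ND4L. The authors also deposited a table of their own comparison. In it the authors give for each gene a signal, which is the mean over the 6 libraries of counts divided by DESeq2 size factors. The authors' log2 fold change of M1BP RNAi over WT and its standard error come from the DESeq2 model of these counts, and the authors' p-value and adjusted p-value come from its Wald test with Benjamini-Hochberg adjustment. Values printed from it are named as such, and no test here uses it. Gene symbols came from a table of gene names for 17358 of the identifiers and from the authors' deposited table for 83, and 53 are without a symbol.

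Library totals lay between 43086545 and 51855156 counts. Of the 17494 genes, 14503 had a count in at least 1 library, and 10306 passed filterByExpr of edgeR with its default minimum of 10 counts. These held 99.98% of all counts. Replicates of a genotype differed by more than sampling noise in each pair, with a chi-square per degree of freedom between 10.7 and 51.7 over genes with at least 10 counts in both libraries, so no library was treated as a duplicate of another.

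Differential expression was tested with edgeR (version 4.0.16, R 4.3.3), with TMM factors between 0.988 and 1.007, a design with genotype as the single term, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the tested genes. The common biological coefficient of variation was 11.9%. The standard error of a log2 fold change was obtained from the estimate and its quasi-likelihood F. The threshold was that of the study, an adjusted p of at most 0.001 with a change of at least 1.5-fold. For lists of genes the adjusted p alone was applied. Normalised counts are counts divided by the effective library size and multiplied by its mean. Where all libraries of a genotype had at most 3 counts, the fold change was computed against that floor and given as a lower bound. The lists of Mito-genes, OXPHOS genes, mtDNA genes, UPR genes, UPS genes and mitochondrial proteases were the study's gene lists and were not chosen on these libraries. A gene entered more than once under one identifier was counted once, so a list here can be shorter than the study's. Gene sets were tested on log2 CPM with a prior count of 2 by camera of limma (version 3.58.1), and the adjusted p over the 6 sets was read against 0.05. Genomic overlaps were found with GenomicRanges (version 1.54.1). Coordinates are those of the authors' count table in dm6, from the first to the last exonic base of a gene.

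The rule for naming genes, fixed with the design and the alternative settings before the data were examined, covered M1BP, the 5 largest increases and 5 largest decreases among genes past the threshold with a mean of at least 50 counts in the higher genotype and no overlap between genotypes, any OXPHOS gene, mtDNA subunit or regulator with an adjusted p of at most 0.001, the 3 Mito-genes with the smallest adjusted p in each direction, UQCR-C2, l(2)k14505, Hsp22, w and y. Lists of marker genes of myoblasts, wing disc epithelium, haemocytes, fat body, differentiated muscle, trachea and neurons, and of the male-specific roX RNAs, were fixed at the same time.

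The procedure was tested on simulated data, with counts for the 10306 genes drawn from the means, dispersions and library sizes of these libraries in 10 data sets with 260 changed genes each. A change counted as recovered, and a gene as a hit, at an adjusted p of at most 0.001 without the condition on the fold change. edgeR recovered 43.2% of the 1.5-fold changes, 65.8% of the 2-fold changes and 79% of the 4-fold changes, and 0.362% of its hits were false. DESeq2 recovered 53%, 72% and 84.7%, and 2.47% of its hits were false. In 100 simulated data sets without correlation between genes, camera and fry each found a set of 122 genes shifted by 0.2 in 100% of the data sets, and an unshifted set of 35 genes reached an unadjusted p under 0.05 in 6% with either method. For an unshifted set of 900 genes this was 0% with camera and 8% with fry.

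The alternative settings were the DESeq2 Wald test (version 1.42.0), DESeq2 size factors within edgeR, no filter on low counts, a filter of at least 10 counts in every sample, the replicate number as a block, leaving out each library in turn, an adjusted p of 0.05, no condition on the fold change, and glmTreat against a 1.5-fold change, with fry and an estimated correlation for the sets. An offset for gene length was added after the data were seen. Occurrence of Motif 1 in promoters and the effect of GC content need the genome sequence and were not analysed here.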

Results

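To ask which transcripts depend on M1BP in the precursors of the flight muscle, polyA RNA was sequenced from myoblasts associated with the wing disc at 0 h after puparium formation (APF), in animals raised at 25 °C. The myoblasts were purified by fluorescence-activated cell sorting. M1BP (Motif-1-binding protein) is a DNA-binding protein that recognises Motif 1, a sequence element of core promoters. There were 6 libraries in 2 groups, with 3 WT libraries and 3 libraries in which a UAS-M1BP RNAi construct was expressed under Mef2-GAL4, a driver active in the muscle lineage. The WT libraries held 51855156, 43279285 and 49776544 counted reads and the M1BP RNAi libraries held 46462396, 43086545 and 46264635. The ratio of the mean totals, M1BP RNAi over WT, was 0.937. Between 12284 and 13038 genes had at least 1 count in a library, and the 10 genes with the most counts took between 8.92% and 9.50% of each library. A count of 3, used as the detection floor, corresponded to between 0.0579 and 0.0696 CPM (counts scaled to the library total). Intervals and floors of this kind cover counting error only, because the libraries were amplified and had no molecular identifiers. The first principal component of the log2 values separated the genotypes and held 42.6% of the variance. No batch was named in the labels.

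M1BP itself was examined first in every library. M1BP (FBgn0037621, dm6 3R, 8729790 to 8731698, minus strand) had 5821, 5288 and 5589 counts in the WT libraries and 1386, 1703 and 1671 counts in the M1BP RNAi libraries. After normalisation the level was 5402 ± 245 counts in WT and 1646 ± 234 in M1BP RNAi (SD, n = 3). The M1BP RNAi mean was 30.5% of the WT mean. The log2 fold change was -1.72 (SE 0.10) with an adjusted p of 1.45e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each of the 3 M1BP RNAi libraries lay under each of the 3 WT libraries. Of the alternative settings, leaving out M1BP RNAi replicate 1 moved the log2 fold change most, to -1.61, and over all alternatives the adjusted p lay between 3.92e-62 and 0.000239.

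**Figure D1:**
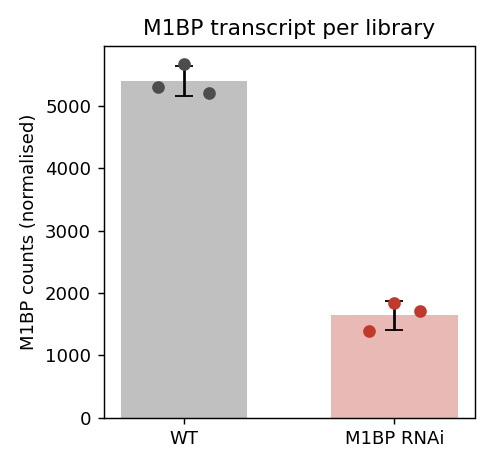
Normalised counts of M1BP (vertical axis, counts on the scale of the mean library) in the 3 WT and the 3 M1BP RNAi libraries (points), with the mean of each genotype (bars) and its SD (error bars). The WT mean was 5402 and the M1BP RNAi mean was 1646, with no overlap between libraries of the genotypes.

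Transcripts that differed between the genotypes were then sought among the 10306 genes with enough counts to be tested. At an adjusted p of 0.001 in edgeR's quasi-likelihood test and a change of at least 1.5-fold, 49 genes passed, of which 23 were higher and 26 were lower in M1BP RNAi. Without the condition on the fold change, 52 genes reached that adjusted p. The libraries of the genotypes did not overlap for any of the 49 genes. Among all tested genes, 2690 had no overlap, or 26.1%, where chance gives 10% for 3 libraries against 3. The count of 49 moved most when the adjusted p was relaxed to 0.05, which gave 223 genes, and the DESeq2 Wald test gave 174 at the same threshold as the 49. Leaving out any 1 library lowered the count, to as few as 17 genes without M1BP RNAi replicate 2 and 31 without WT replicate 2. The median log2 fold change of the genes past the threshold was 1.46 for those that were higher and -2.54 for those that were lower, while the median over all tested genes was 0.0070. With the 3 genes for which one genotype lay at or under the floor set at their bound, the medians were 1.46 and -2.54 as well.

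**Figure D2:**
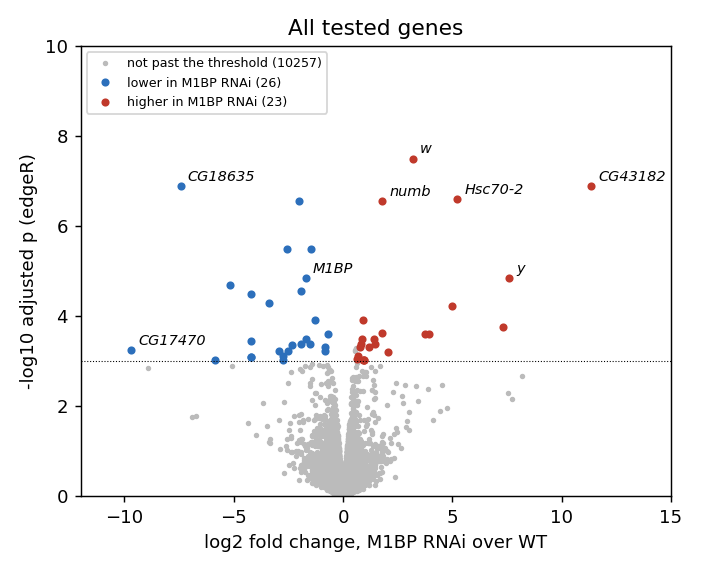
Log2 fold change of M1BP RNAi over WT (horizontal axis) against -log10 of the adjusted p in edgeR's quasi-likelihood test (vertical axis, log scale) for the 10306 tested genes, with the 23 genes past the threshold and higher in red, the 26 past it and lower in blue, and the adjusted p of 0.001 as a dotted line. For genes with one genotype at or under the floor of 3 counts, among them CG43182, CG17470 and CR43310, the horizontal positions are fitted values that depend on the prior count.

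The 5 genes with the largest increases lay in 3 places. CG43182 (FBgn0262811, X, 353067 to 353317) had 0, 1 and 0 counts in WT and 975, 1241 and 1174 in M1BP RNAi, which made it at least 391-fold higher (adjusted p 1.3e-07, edgeR). The neighbouring y (FBgn0004034, X, 356509 to 361245) rose from 2.79 ± 3.94 to 588 ± 38.5 normalised counts (SD, n = 3), a log2 fold change of 7.61 (SE 0.45, adjusted p 1.45e-05, edgeR). On 3R, CG31157 (FBgn0051157, 13047731 to 13049294) rose from 1.22 ± 2.11 to 226 ± 42.3 (log2 fold change 7.33, SE 0.60, adjusted p 0.000172, edgeR). Hsc70-2 (FBgn0001217, 3R, 13044759 to 13047388), which lies beside it, rose from 24.5 ± 6.62 to 927 ± 59.8 (log2 fold change 5.22, SE 0.18, adjusted p 2.57e-07, edgeR). On 3L, tut (FBgn0052364, 8209577 to 8210743) rose from 5.45 ± 2.58 to 176 ± 18.4 (log2 fold change 4.97, SE 0.35, adjusted p 5.97e-05, edgeR). Without M1BP RNAi replicate 1 or 2 the adjusted p of CG31157 was 0.00125 or 0.00119, above the threshold. The other 4 genes passed in each of the fits that left out 1 library. The fold changes of y and CG31157 rested on WT replicate 1, since the WT libraries had 8, 1 and 0 counts for y and 4, 0 and 0 for CG31157. Without it the other WT libraries were at or under the floor, and the genes were at least 196-fold and 75.2-fold higher. Without WT replicate 3 the log2 fold change of y was 7.01.

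Of the 5 largest decreases, 2 were again neighbours. CG17470 (FBgn0032869, 2L, 20642306 to 20643244) had 75, 111 and 127 counts in WT and 0 in each M1BP RNAi library, which made it at least 34-fold lower (adjusted p 0.000576, edgeR). CG18635 (FBgn0034279, 2R, 17767808 to 17769989) went from 1209 ± 148 to 6.91 ± 3.33 normalised counts (log2 fold change -7.43, SE 0.23, adjusted p 1.3e-07, edgeR; SD, n = 3). Cyp4g15 (FBgn0030304, X, 11477058 to 11483233) went from 556 ± 87.2 to 15.3 ± 8.09 (log2 fold change -5.18, SE 0.32, adjusted p 2.04e-05, edgeR). On 3R, CR13656 (FBgn0039307, 25268661 to 25269965) went from 98.8 ± 10.6 to 5.16 ± 1.98 (log2 fold change -4.22, SE 0.39, adjusted p 0.000365, edgeR), and its exons overlap those of asRNA:CR45214. CG11889 (FBgn0039308, 3R, 25270209 to 25273267) went from 167 ± 27.8 to 8.88 ± 6.57 (log2 fold change -4.21, SE 0.45, adjusted p 0.000805, edgeR). CG11889 and CG11891 are listed with the same span and the same counts in each library, so the reads cannot be assigned to either gene. The fits that left out 1 library gave an adjusted p from 0.00147 to 0.00377 for CG17470, from 0.00108 to 0.00407 for CR13656 and from 0.000809 to 0.00786 for CG11889, whose log2 fold change was -4.96 without M1BP RNAi replicate 1, whereas CG18635 and Cyp4g15 stayed past the threshold in each of them.

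The gene w, whose product colours the eye and which is carried by many Drosophila transgenes as a visible marker, had the smallest adjusted p of the tested genes. w (FBgn0003996, X, 2790599 to 2796466) rose from 13342 ± 1348 normalised counts in WT to 122543 ± 1295 in M1BP RNAi (SD, n = 3), a log2 fold change of 3.20 (SE 0.078, adjusted p 3.21e-08, edgeR). y, the other marker gene examined, was among the largest increases given above. The counts do not separate reads of the chromosomal copies of w and y from reads of copies carried by a transgene.

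Mito-genes, the nuclear genes with a mitochondrial function, were examined next as the class whose dependence on M1BP the study addressed. Of 1063 Mito-genes, 933 were tested and 7 had an adjusted p of at most 0.001 in edgeR's quasi-likelihood test, which is 0.659% of the list. Of these, 5 were higher and 2 were lower in M1BP RNAi, and 4 of the 7 also changed by at least 1.5-fold. Adjusted over the list alone, 7 genes passed as well. The count rose to 41 at an adjusted p of 0.05 and to 23 with the DESeq2 Wald test. Of these 23, 11 were higher and 12 were lower. The count fell to 0 without any 1 of the 3 M1BP RNAi replicates. The smallest adjusted p values among the Mito-genes that were higher belonged to Orct2 (FBgn0086365, 3R, 24273029 to 24275728), with a log2 fold change of 0.85 (SE 0.076, adjusted p 0.000325), mRpL37 (FBgn0261380, 3R, 10782563 to 10784092), with 0.79 (SE 0.076, adjusted p 0.000483), and CG5504 (FBgn0002174, 2R, 23706913 to 23709026), with 0.58 (SE 0.057, adjusted p 0.000512), all in edgeR. Orct2 rose from 3785 ± 350 to 6823 ± 330 normalised counts, mRpL37 from 2219 ± 207 to 3829 ± 85.8 and CG5504 from 6908 ± 283 to 10333 ± 301.1 (SD, n = 3). Among those that were lower, CG31075 (FBgn0051075, 3R, 26985624 to 26988517) had a log2 fold change of -1.90 (SE 0.18, adjusted p 0.000406, edgeR) and Mal-A6 (FBgn0050360, 2R, 8465158 to 8467595) one of -2.53 (SE 0.26, adjusted p 0.000602, edgeR). CG31075 went from 1065 ± 260 to 285 ± 33.3 normalised counts and Mal-A6 from 260.5 ± 32.1 to 44.8 ± 13.6. CG17734, the third of those that were lower, did not reach an adjusted p of 0.001 and is given with the OXPHOS genes. The exons of CG31075 overlap those of CG14253 and CG46313, and the counting was not stated to use strand. Akr1B and muc, the other Mito-genes past this adjusted p, were higher by 0.54 and 0.55 on the log2 scale. They were named after their values were seen.

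Genes of oxidative phosphorylation (OXPHOS) were considered in the same way. Of 124 OXPHOS genes, 122 were tested, and 0 reached an adjusted p of 0.001 in edgeR, also when adjusted over the list alone. There were 22 genes at an unadjusted p under 0.05, where 6.1 would lie by chance, and 4 at an adjusted p of 0.05. The 4 genes encode assembly factors, which are proteins that help to build a respiratory complex without being part of it. CG17734 (FBgn0037890, 3R, 11242208 to 11243999), of Complex III, went from 2057 ± 225 to 1265 ± 79.3 normalised counts (SD, n = 3), a log2 fold change of -0.70 (SE 0.093, adjusted p 0.00276, edgeR). Ccdc56 (Complex IV), CG44194 (Complex IV) and CG43346 (Complex I) were higher by 0.38, 0.34 and 0.37 on the log2 scale, with adjusted p values of 0.00898, 0.0255 and 0.033 in edgeR. These 3 genes were named after their values were seen, and their exons overlap those of other genes. With the DESeq2 Wald test, CG17734 and Ccdc56 passed an adjusted p of 0.001. Without the filter on low counts, edgeR called 1 OXPHOS gene, CG17734, at an adjusted p of 0.00031. Over the alternatives its adjusted p lay between 3.57e-09 and 0.0224.

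Of the 73 structural subunits, all were tested and the log2 fold changes lay between -0.13 and 0.81, with a smallest adjusted p of 0.0679 in edgeR and 8 genes at an unadjusted p under 0.05. Of the 51 assembly factors, 49 were tested and lay between -0.70 and 0.47. UQCR-C2 (FBgn0250814, 3L, 16584124 to 16586111), a Complex III subunit that the study followed at later stages, had 15388 ± 1193 normalised counts in WT and 15556 ± 474 in M1BP RNAi (SD, n = 3). Its log2 fold change was 0.016 (SE 0.066, adjusted p 0.921, edgeR) and its sign depended on the libraries used, from -0.024 to 0.076 when 1 library was left out. Its exons overlap those of Syx8. l(2)k14505 (FBgn0021856, 2L, 21261168 to 21262411) had a log2 fold change of 0.15 (SE 0.092, adjusted p 0.397, edgeR), less than the spread between replicates could resolve. When 1 library was left out it lay between 0.064 without WT replicate 1 and 0.24 without WT replicate 2.

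The 13 protein-coding genes of the mitochondrial genome (mtDNA) were all tested. Their log2 fold changes lay between -0.17 and 0.33 with a median of -0.029. There were 0 past an adjusted p of 0.001 in edgeR and 0 at an unadjusted p under 0.05. Reads of the mtDNA made up between 0.5003% and 0.737% of a library. The 8 tested tRNA and rRNA genes of the mtDNA likewise had 0 genes at either level. For 14 transcription factors and cofactors linked to OXPHOS regulation, 0 passed an adjusted p of 0.001 in edgeR and 5 had an unadjusted p under 0.05. These log2 fold changes lay between -0.24 for E2f1 (SE 0.081, adjusted p 0.132), whose exons overlap those of asRNA:CR46055, and 0.16 for TFAM (SE 0.062, adjusted p 0.183). Mef2, the gene whose enhancer drives GAL4 here, had a log2 fold change of 0.11 (SE 0.054, adjusted p 0.286, edgeR).

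Whether gene groups moved together was tested with camera, with a preset correlation of 0.01 between genes and adjustment over the 6 sets. The median log2 fold change was 0.062 for the Mito-genes (adjusted p 0.013), 0.093 for the OXPHOS structural subunits (adjusted p 0.00285) and 0.088 for the OXPHOS assembly factors (adjusted p 0.0561). Of the tested members, 65.1%, 80.8% and 71.4% were higher in M1BP RNAi. The set calls held neither with fry (adjusted p 0.453 for the Mito-genes and 0.463 for the structural subunits) nor with camera using the correlation estimated from the libraries (adjusted p 0.652 for either set). The estimated correlation between genes was 0.138 for the Mito-genes and 0.765 for the structural subunits. Without WT replicate 3 the median of the structural subunits was 0.017 (camera, adjusted p 0.673) and that of the Mito-genes was 0.024 (camera, adjusted p 0.493). The medians of both sets in single libraries overlapped between the genotypes. Measured against the WT mean, the structural subunits stood at -0.0020, 0.15 and -0.14 in the WT libraries and at 0.026, 0.14 and 0.12 in the M1BP RNAi libraries.

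**Figure D3:**
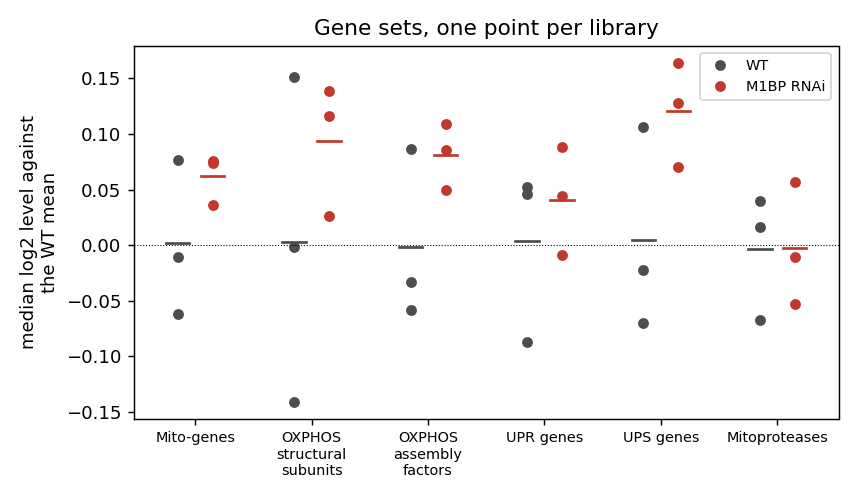
Median log2 level of each gene set against its mean in WT (vertical axis, log2 CPM) in each of the 3 WT and 3 M1BP RNAi libraries (points), with the mean of each genotype (lines), for the 6 sets on the horizontal axis. The WT libraries of the OXPHOS structural subunits spread from -0.14 to 0.15, and the points of the genotypes overlap in each of the 6 sets.

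The genes of protein quality control were tested last, because protein aggregates and their clearance were a question of the study at later stages. Among 83 tested genes of the unfolded protein response (UPR), 2 passed an adjusted p of 0.001 in edgeR, also when adjusted over the list alone. They were Hsc70-2, which lies beside 2 other genes past the threshold on 3R, and CG5504, named above. As a set, the UPR genes had a median log2 fold change of 0.036 (camera, adjusted p 0.0967), and the sign changed without WT replicate 3 or M1BP RNAi replicate 3, to -0.012 and -0.0089. Among the 35 genes of the ubiquitin-proteasome system (UPS), 0 passed an adjusted p of 0.001, also when adjusted over the list alone, and 10 had an unadjusted p under 0.05. As a set they had a median of 0.12 and 94.3% of them were higher in M1BP RNAi (camera, adjusted p 5.03e-05). This call was not kept with fry (adjusted p 0.452) or with an estimated correlation, which was 0.557 (camera, adjusted p 0.652). The 9 mitochondrial proteases had 0 genes past an adjusted p of 0.001, also when adjusted over the list alone, with 1 gene at an unadjusted p under 0.05 and a median of 0.014 (camera, adjusted p 0.616). That median was negative in 5 of the fits that left out 1 library. Hsp22 (FBgn0001223, 3L, 9372931 to 9374964), a small heat shock protein of the mitochondria, had 28282 ± 8841 normalised counts in WT and 24693 ± 2913 in M1BP RNAi (SD, n = 3), with a log2 fold change of -0.20 (SE 0.20, adjusted p 0.617, edgeR). When 1 library was left out it lay between -0.44 without WT replicate 3 (adjusted p 0.0568, edgeR) and -0.0063 without WT replicate 1 (adjusted p 0.993, edgeR). Its exons overlap those of CG4456.

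The same comparison as given by the authors' deposited table was set beside these calls. In the authors' deposited table, 173 genes had an adjusted p of at most 0.001 and a change of at least 1.5-fold, of which 82 were higher and 91 were lower. All 49 genes past the threshold in edgeR were among these 173. All 173 were tested in edgeR, where they had the same direction, and 171 of them had an edgeR adjusted p of at most 0.05. For M1BP, the authors' deposited table gives a log2 fold change of -1.72 with a standard error of 0.10.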

Values the study reported

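The study reported that 2% of its Mito-genes were deregulated by M1BP RNAi in myoblasts at an adjusted p-value of at most 0.001. Its list held 1064 Mito-genes. For single genes, a 1.5× change was required in addition to a false discovery rate of 0.001. Its OXPHOS list comprised 73 structural subunits and 52 assembly factors.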

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

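The lower level of M1BP kept its direction and stayed past an adjusted p of 0.001 in each of its 12 alternatives, with log2 fold changes from -1.81 to -1.61. The counts of 0 mtDNA-encoded subunits and 0 OXPHOS regulators were 0 in each of their 13 alternatives, an adjusted p of 0.05 included.

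The number of genes past the threshold depended on the test and the filter. Against 49 genes (23 higher, 26 lower), the DESeq2 Wald test gave 174 (83 higher, 91 lower), edgeR without the filter on low counts gave 99 (47 higher, 52 lower), an adjusted p of 0.05 gave 223 (100 higher, 123 lower), and glmTreat against a 1.5-fold change gave 19 (9 higher, 10 lower). The 174 and the 99 each contained all 49 genes. glmTreat asks for evidence that the change exceeds 1.5-fold, so fewer calls follow from its construction, as more calls follow from a higher adjusted p. For DESeq2 and the filter the cause was not tested beyond the simulated data given in the other observations. With DESeq2 size factors in edgeR, 44 genes passed and all were among the 49, and the median log2 fold change of all tested genes shifted by less than 0.01. Offsets for gene length, chosen after seeing the data, gave 81 genes (39 higher, 42 lower), among them all 49. Between 17 and 31 genes passed in the 6 fits that each left out 1 library, with 7 to 17 higher and 10 to 14 lower. These fits have fewer samples, and in 5 of them the genes past the threshold were all among the 49. Without WT replicate 2, 24 of 31 were.

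Mito-genes past an adjusted p of 0.001 numbered 7, against 23 with DESeq2, 41 at an adjusted p of 0.05, and 0 to 4 without 1 library. OXPHOS genes numbered 0, against 2 with DESeq2, 1 without the filter and 4 at an adjusted p of 0.05, and 0 in each fit that left out 1 library. The cause was not tested. Of the authors' 173 calls, 49 were shared with edgeR and 173 with the DESeq2 calls made here.

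The groups share replicate numbers, and a fit with the replicate number as a block was made. The deviations from the genotype means of same-numbered libraries correlated across genes at 0.031, -0.046 and -0.16, so the numbers do not pair the libraries. With the block, 19 genes passed (8 higher, 11 lower), 17 of them among the 49, with 1 Mito-gene. The set of OXPHOS assembly factors had a median log2 fold change of 0.089 with an adjusted p of 0.0475 (camera), past 0.05. The block uses degrees of freedom that the pairs do not repay.

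The set results rested on the preset correlation between genes. The medians of 0.062 for Mito-genes, 0.093 for OXPHOS structural subunits and 0.12 for UPS genes are the same under fry and camera with an estimated correlation, but the adjusted p values, from 0.452 to 0.652, were above 0.05. With length offsets the Mito-genes had a median of 0.058 and the structural subunits one of 0.052, both with an adjusted p of 0.173 (camera), and the UPS genes kept an adjusted p of 0.00407. Leaving out 1 library gave medians from 0.024 to 0.097 for Mito-genes, 0.017 to 0.18 for structural subunits, 0.064 to 0.12 for assembly factors, -0.012 to 0.067 for UPR genes, 0.079 to 0.18 for UPS genes and -0.030 to 0.046 for mitochondrial proteases. Without WT replicate 3 the Mito-genes and the structural subunits were no longer past 0.05. The UPR genes passed without WT replicate 1 or 2 or M1BP RNAi replicate 1, and the assembly factors without WT replicate 2 or M1BP RNAi replicate 1.

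UQCR-C2 changed sign in 3 of the fits that left out 1 library, within a range from -0.024 to 0.076. Of 211 values for the 20 named genes other than M1BP, with UQCR-C2 included, 153 kept their direction and side of the threshold, 53 lost significance, 2 gained it and the 3 of UQCR-C2 changed sign. All 53 losses came from the replicate block or from leaving out 1 library. With 3 libraries per genotype, changes of 1.5-fold were recovered in 43.2% of the simulated cases, which limits what a missing call shows. The comparison of Motif 1 promoters and its alternatives were not run, since no genome sequence was used here.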

Other observations

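The tests on other splits of the libraries, on false calls of edgeR, on a large loss of cells of other tissues, on neighbouring genes, on the regions around tio and w, on the transgene and on matched random lists were chosen after the results were seen. The others were written down before.

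Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 49 genes past the threshold, namely the split by genotype, and each of the other splits gave 0. The same held for the 7 Mito-genes, reached in 1 of 10 splits. With 10 splits the share cannot fall under 0.1, so this count alone decides nothing. In simulated counts edgeR gave 0.6 false hits per data set at an adjusted p of 0.001, so false calls at the dispersions of these libraries are argued against as the source of the 49 genes as a whole. A difference between the libraries that happens to follow the genotypes stays open.

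Genes past the threshold often lay side by side. Ordered along the chromosomes, 9 pairs of neighbouring tested genes were both among the 49, where 10000 shuffles of the calls within each chromosome gave 0.233 pairs on average and 3 at most (permutation p 1e-04, the smallest these shuffles can give). Chance order is therefore not enough. Double counting of overlapping genes applies to 3 pairs, Unc-115b with p24-2, CG11889 with CG11891, and AdoR with asRNA:CR46082. The other 6 pairs do not overlap (permutation p 1e-04), so shared reads cannot be the whole cause. On 3R, Hsc70-2, CG31157 and CG7966 rose together, while CR43310, CR13656 and CG11889 fell together. On X, CG43182 rose with y, and CG32795 with w. On 2R, CG14488, next to CG18635, was at least 24.3-fold lower with an adjusted p of 0.00131 (edgeR). Local sequence differences between the fly strains crossed to make each genotype stay open, as does an effect of M1BP on chromosome regions. The strain and the RNAi differ together here, and neither was tested.

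y, w and numb rose in each M1BP RNAi library. numb (FBgn0002973, 2L, 9437469 to 9464184) went from 1769 ± 75.8 to 6098 ± 230 normalised counts (SD, n = 3), a log2 fold change of 1.79 (SE 0.065, adjusted p 2.79e-07, edgeR), and it was singled out after its values were seen. For y and numb, a change of the whole surrounding region is argued against, since the 10 nearest tested genes had a median log2 fold change of -0.099 around CG43182 and y and of 0.031 around numb. In the first of these regions CG3777 stood at -2.63 (adjusted p 0.0757, edgeR). CG32795, next to w, was higher as well (log2 fold change 0.81, adjusted p 0.000406, edgeR). Around w and CG32795 the median was 0.20 and 9 of 10 genes were higher, up to 0.57, with 0 of them changed by 1.5-fold and 0 at an adjusted p of 0.05 (edgeR). A change of that region as large as that of w is argued against, while a small shift there stays open. The near side of numb was not flat, with scat at 0.52 (adjusted p 0.0169) and FucTB at 0.62 (adjusted p 0.043), both in edgeR. A candidate explanation is that marker genes and the insertion site of the RNAi transgene give these transcripts, and the 9.19-fold increase of w is what a further marker copy might show. An effect of reduced M1BP on w, y and numb cannot be told apart from this, because each M1BP RNAi library carries the transgene and no WT library does.

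A further cluster was seen on 2L between tsh and tio. CG1428 and CG2528 had 0 counts in each WT library and between 14 and 41 in the M1BP RNAi libraries, which made them at least 8.66-fold and 12.1-fold higher (adjusted p 0.00688 and 0.00216, edgeR), short of an adjusted p of 0.001. tio (22019208 to 22025734) went the other way, from 443 ± 88.3 to 135 ± 22.9 normalised counts (log2 fold change -1.72, SE 0.20, adjusted p 0.00126, edgeR), while tsh stayed at -0.16 (adjusted p 0.361). The 10 nearest tested genes outside this stretch had a median of -0.032 and none changed by 1.5-fold, which argues against a change of the whole region. Of the 10, nolo was past an adjusted p of 0.05, at 0.475 (adjusted p 0.0391, edgeR). An insertion in this stretch was not tested.

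The shifts of the gene sets were small and followed single libraries. A camera p as small as for the split by genotype was found in 4 of the 10 splits for the Mito-genes, in 7 for the OXPHOS structural subunits and in 3 for the UPS genes. The splits that put WT replicate 2 on one side with 2 M1BP RNAi libraries gave smaller values for the 3 sets than the split by genotype did except for the UPS genes where M1BP RNAi replicate 2 was put with WT replicates 1 and 3 (camera p 8.21e-05 against 8.38e-06). Random lists matched on mean expression and exonic length had a median as high as that of the structural subunits in 53.8% of 10000 draws, and the median draw was at 0.094, beside 0.093 for the set. Mean expression and gene length may therefore account for the shift of the structural subunits. For the UPS genes the share was 0.83%, with the median draw at 0.087 against 0.12 for the set. For the Mito-genes the share was 0.12%, with the median draw at 0.047 against 0.062 for the set. These properties may account for part of those shifts. Genes of the random lists were drawn singly and do not carry the correlation between the genes of a set. The shares therefore cannot tell whether these properties account for the whole, and the library-to-library swing stays open.

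No OXPHOS gene passed an adjusted p of 0.001 in edgeR. In simulated counts, 52.5% of 1.5-fold changes given to OXPHOS genes were recovered with edgeR and 70% with DESeq2. Too little depth is therefore argued against only for a 1.5-fold change in many of these genes at once. For single genes it stays open, since CG17734 changed 1.625-fold and missed the threshold in edgeR (adjusted p 0.00276). The gene passed with the DESeq2 Wald test (adjusted p 3.57e-09). Smaller changes, or a change of this size in a few genes, stay open.

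DESeq2 called more genes than edgeR, 284 against 52 at an adjusted p of 0.001. In simulated counts 2.47% of the DESeq2 hits were false against 0.362% for edgeR, too few to make up the difference. The simulation took its dispersions from edgeR, so a wider true spread between libraries stays open.

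Other causes were examined for the genes past the threshold. Myoblast markers were level, with a median log2 fold change of -0.012 over 7 genes and Him, the most abundant, at 165226 ± 11079 and 150782 ± 8685 normalised counts (SD, n = 3). Wing disc epithelial markers were lower in 7 of 8 cases, with a median of -0.32 and shg, the most abundant, at 44912 ± 4280 and 40333 ± 1954. The median did not reach the -0.5 set beforehand. Both shg and ap (13730 ± 148 and 13487 ± 568) lay within the range of the myoblast markers in abundance, so they need not report epithelial cells. Over all 8 markers the log2 fold changes ran from -1.02 for wg (SE 1.02) to 0.68 for sca (SE 0.73). A smaller share of such cells stays open, and its size cannot be read from this median. Of 5 lists for other tissues, 3 had a negative median, at -0.15 for haemocytes, -0.40 for trachea and -0.016 for neurons, while differentiated muscle stood at 0.46 and the 1 tested fat body gene, Apoltp, at 1.00. The muscle median was the value of Mlc1 (SE 0.89), which had between 2 and 37 counts in a library and overlapping libraries, so it is uncertain. Of the 7 tested muscle markers, 6 were higher, among them Act57B (log2 fold change 0.39, SE 0.076, adjusted p 0.0203, edgeR). Mlc2, the muscle marker with the smallest adjusted p, was lower (442 ± 51.7 and 153 ± 45.1 normalised counts, log2 fold change -1.52, SE 0.21, adjusted p 0.00304, edgeR). Of the 4 trachea markers, 3 were lower, among them serp (log2 fold change -0.63, SE 0.20, adjusted p 0.125, edgeR). Act57B and serp therefore part by more than their SE, while Apoltp had an SE of 0.67 with overlapping libraries. A loss common to all these tissues is not what the markers show, and a smaller share of cells of single tissues stays open. A loss as large as the median of the lower genes, -2.54, is argued against, as far as the markers come from such cells, since 0 of the 19 tested markers lay within 2 SE of that value. The most abundant genes of these lists were crq (1773 ± 188 and 1962 ± 66.5), verm (737 ± 452 and 363 ± 202), elav (1418 ± 37.4 and 1294 ± 115) and Act57B (16724 ± 1527 and 21936 ± 1245). Of the listed markers, 8 of 8 for epithelium, 4 of 7 for haemocytes, 1 of 6 for fat body, 7 of 10 for differentiated muscle, 4 of 4 for trachea and 3 of 4 for neurons had enough counts to be tested in these sorted cells, and which cells they came from is not known. The libraries of the genotypes overlapped for both roX genes and 0 of them stood apart, with roX1 at 42757 ± 5692 and 47128 ± 2402. The log2 fold changes were 0.14 (SE 0.089) for roX1 and 0.026 (SE 0.096) for roX2. A large difference in the share of males is therefore argued against, while a small one stays open. Log2 fold changes followed exonic length across genes, which are not independent replicates, with a Spearman rho of -0.19. After offsets for length the rho was 0.0027 and all 49 genes were still past the threshold, so length is not the cause of these calls.

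The count table and the authors' deposited table differ for mt:ND4 (FBgn0262952). The authors' deposited table lists it at a mean of 0, whereas the counts lie between 3241 and 5765. Its log2 fold change was -0.14 (SE 0.16, adjusted p 0.682, edgeR). It was the 1 gene of this kind, and 2 gene identifiers of the count table are not in the other table. No explanation was tested.

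The share of Mito-genes past an adjusted p of 0.001 in edgeR was 0.659% of the list. That is lower than the value quoted from the study above. With the DESeq2 Wald test the share was 2.16%.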
